A study of Mus musculus with 30 samples.

How the data were processed

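Bisulfite amplicon libraries of 30 mouse cell samples in 10 groups were used, 3 per group as the labels number them. The labels do not say whether replicates came from separate cultures, so p-values measure the spread between these samples. Per the labels' protocols, 1 µg of genomic DNA was bisulfite-converted, each amplicon was amplified for 27 cycles at 53 °C, the products of a sample were pooled, and libraries were read as 150 bp pairs on one of several instruments. No molecular identifiers were described, so reads are not independent molecules and the exact binomial intervals cover counting error only. The submitters' processing notes name Trim Galore, SAMtools and the mm10 build; the aligner and the methylation caller are not given in the sources used here.

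Each deposited file lists CpG sites. Per the file headers, each row holds the deposited count of all reads and the count of methylated reads at the site, the same counts per strand, and the methylation level as a fraction. The deposited fraction equals methylated over total counts within 0.0005 in every row. The counts were used here and the fraction was not used further. Contig names give the mm10 interval of each amplicon, and the 1-based position of each cytosine was computed from them. All 58 positions read on chromosome X fell on a CG of the reference (GRCm38), and 48 CpGs lay inside the amplicon intervals of the series' design text; 24 calls outside these intervals were left out. Gene and exon positions came from GENCODE annotation of the same assembly. The 30 contigs of the Major Satellite primers were pooled. The sites listed are CpGs alone, so conversion was not checked separately; the group mean was as low as 0.831% at 103482064 in ESCs without Dox. No 2 files were identical.

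The level of a region was the unweighted mean over its CpGs with at least 20 reads in every library that had the region, where a library had a region when at least 50% of its CpGs reached 20 reads. This used 9 of 9 CpGs at the YY1 motifs, 14 of 23 in the CpG island, 10 of 10 at the start site and 5 of 6 upstream. The other island CpGs were left out because XO knockdown libraries lacked 20 reads there. All 12 libraries of the XX knockdown lines covered all 23. Bases shared by the start-site and upstream amplicons (103483289 to 103483344) were assigned to the start site; they hold 0 CpGs. For the satellite, the rule of 20 reads per CpG was replaced by pooling the reads of all copies, because the copies cannot be told apart, and the tests of single CpGs were restricted to the 48 CpGs of the Xist amplicons; both decisions were made after the data were seen.

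Regional levels m were turned into M-values, log2((m + 0.005)/(1 - m + 0.005)), and fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 30 libraries and 20 residual degrees of freedom at most. P-values were adjusted by Benjamini-Hochberg over the 33 tests of the 7 main comparisons, and separately over 21 tests of differences between effects and between controls, with a threshold of 0.05. The same model was fitted to single CpGs with at least 20 reads, at least 2 libraries per group and adjustment within each comparison. CpGs of one amplicon are read from the same molecules, so a count of CpGs is not a count of independent events. Differences in percentage points are given with the standard error from the group SDs, and their 95% intervals come from the same model on the percent scale. Exact two-sided permutation tests were run on 3 against 3 libraries, where the smallest possible p is 0.1, and stratified over 2 strata with up to 400 arrangements. CpGs named in the text are the YY1-core CpGs (ATGGCG or its reverse complement) and, per region and comparison, up to 3 CpGs past the threshold with fully separated groups and the largest change. CpGs named outside this rule were chosen after their values were seen. Exact binomial (Clopper-Pearson) intervals are at 95%. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 read the files and drew the plots.

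The fitting functions were tested on simulated data before use: counts were drawn at the real depths of the sgTsix comparison, with a library noise SD of 0.15 and a shift of -1 on the logit scale at the 9 YY1-motif CpGs. In 50 runs, 95.6% of the 9 changed CpGs and 0.103% of the 39 unchanged ones were called, and the changed region was called in 100% of runs. Of the unchanged regional tests 4.57% were called. These rates hold for the simulated noise only. In the data, 7 of 9 YY1-motif CpGs passed for sgTsix, at a regional M-value change of -1.38 against -1.43 simulated.

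Replicate numbers were shared between groups, and the check was the correlation of deviations from the group means between libraries with the same number. In the sgTsix line every correlation was above 0.1 (0.760, 0.415 and 0.620), and in the XO line likewise (0.591, 0.447 and 0.813), so the numbers were taken to pair those samples, from the data and not from the labels; this also held between day 2 and ESCs without Dox (0.223, 0.515 and 0.400). In the sgXist XX line (0.578, 0.0750 and -0.190) and in the other XXdXIC comparisons it did not. Alternatives fixed before the data were examined were coverage minimums of 5 and 100 reads, the percent scale, an offset of 0.02, a fit per experiment, the replicate number as a block, reads pooled over CpGs, a quasi-binomial model and leaving out each library; assigning the shared bases to the upstream amplicon was also planned and, with 0 CpGs there, not run. Choices added after the data were seen were plus-strand reads, 1 satellite copy, leaving out the 7 libraries with mostly minus-strand satellite reads, and a batch term for replicate 1 of the XX knockdown lines, which stood apart in its share of satellite calls.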

Results

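Mouse embryonic stem cell (ESC) lines derived from TX1072, a female hybrid line carrying 1 C57BL/6 (B6) and 1 CAST/EiJ-derived (CAST) X chromosome, were profiled by amplicon bisulfite sequencing at the promoter of Xist, the long non-coding RNA that silences the inactive X chromosome. Bisulfite converts unmethylated cytosines and leaves methylated ones, so that the share of unconverted reads at a CpG is its methylation level. The series held 30 libraries in 10 groups of 3. In the XXdXIC line, which has a deletion around the Xist locus per the labels' protocols, Xist was overexpressed with 1 µg/mL doxycycline (Dox) for 2 days, either in ESCs or during 2 days of differentiation, and was compared with cells without Dox. In the knockdown lines, the degradable CasTuner repressor was active for 6 days after removal of 500 nM dTAG-13 and the cells differentiated for the last 4 days. Guides targeted Xist in XX and XO cells, or Tsix, the antisense transcript that crosses the Xist promoter, in XX cells; the matching controls kept dTAG-13. The labels do not make clear which allele is deleted in the XXdXIC line, so the allele behind its levels is not known. The purpose stated for the series was to learn how Xist and Tsix transcription affects methylation at the Xist promoter. RNA levels were not analysed here, so the strength of each perturbation is not known from these libraries.

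The regions lie on mouse chromosome X (mm10). Xist runs on the minus strand from 103483254 at its 5′ end to 103460366, and Tsix runs on the plus strand from 103431517 to 103484957. The YY1-motif amplicon (103481727 to 103482006, 9 CpGs) and the CpG-island amplicon (103482019 to 103482381, 23 CpGs) lie in Xist exon 1, at 1248 to 1527 bp and 873 to 1235 bp downstream of the 5′ end, and also inside exon 4 of Tsix-201. The start-site amplicon (103483101 to 103483344, 10 CpGs) spans the Xist 5′ end. The upstream amplicon was read from the end of the start-site amplicon to 103483491 (6 CpGs), 91 to 237 bp upstream of Xist and still inside exon 4 of Tsix-201. The last of the 5 amplicons covered Major Satellite, the pericentromeric repeat, and served as a region outside the X chromosome. YY1 is a zinc-finger protein that binds DNA and RNA, and 4 CpGs lie in a match to its core motif, at 103481761, 103481874 and 103481970 in the YY1-motif amplicon and at 103482332 in the CpG island.

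Depth differed strongly between libraries. The total number of CpG calls was 865181 to 1463158 in 11 of the 12 XXdXIC libraries. It was 834076 to 19599981 in the 12 XX knockdown libraries and 1695 to 201715 in the 6 XO libraries. No-Dox day 2 replicate 2 of the XXdXIC line had 10927 calls. This library and the 6 XO libraries also stood apart in their satellite reads, 50.7% to 76.8% of which were assigned to the minus strand against 17.5% to 24.4% in the other 23 libraries. In the XX knockdown lines replicate 1 of all 4 groups stood apart: 7.08% to 8.76% of its calls were satellite calls, against 24.1% to 34.8% in replicates 2 and 3. The start-site amplicon was nearly missing from the XXdXIC line: in those 11 libraries its median depth was 60 to 382.5 reads per CpG, 0.120% to 0.669% of the upstream amplicon's. In the XX knockdown libraries it was 20077.5 to 445103 reads, 30.5% to 75.8% of the upstream amplicon's. Start-site levels in the XXdXIC line therefore rest on few reads. Whether those reads came from the locus of the same sample was not tested, and this applies to each XXdXIC start-site value given here. Also, the XO libraries had too few reads there for a regional level.

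**Figure D1:**
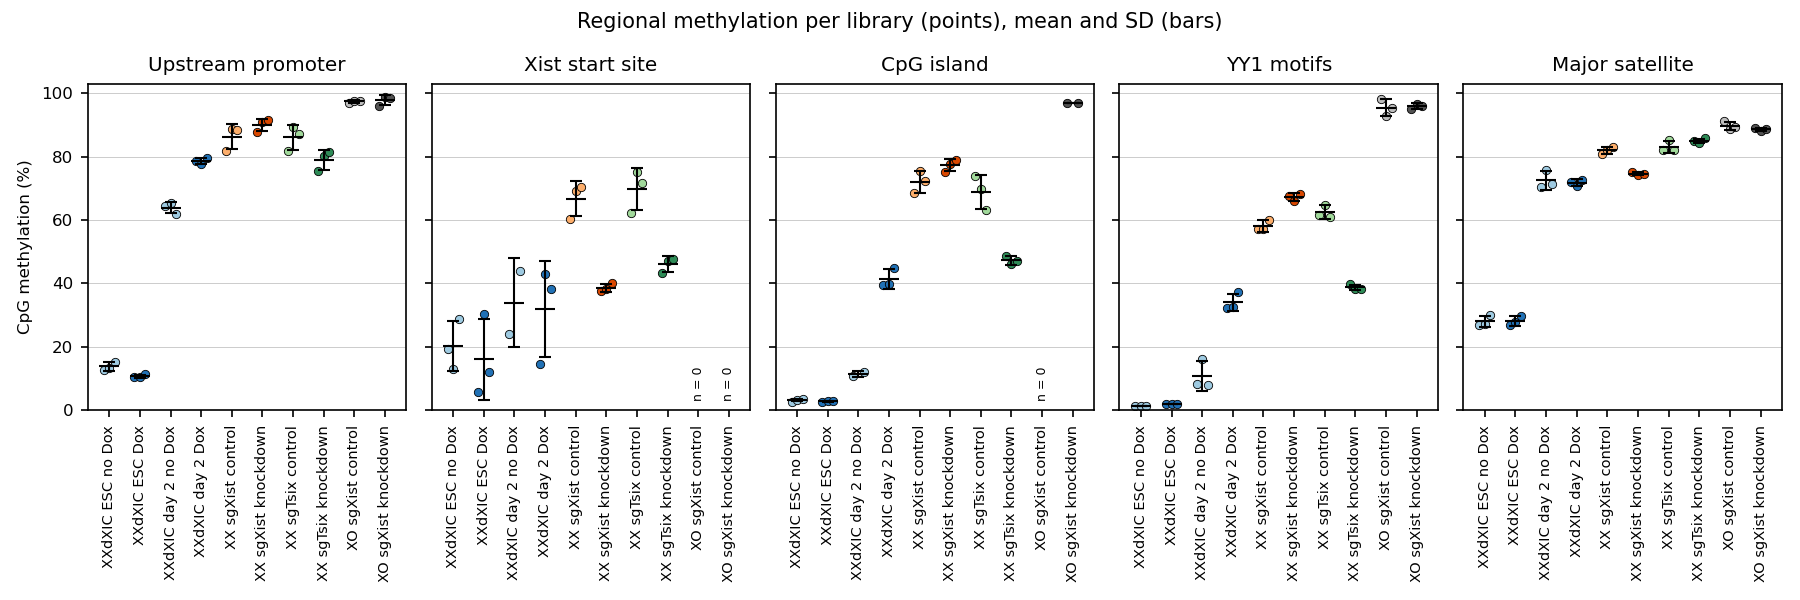
Methylation level (vertical axis, %) of each of the 5 amplicons in every library (points) of the 10 groups (horizontal axis), with the mean and SD of each group; n = 0 marks groups without a regional level. In the YY1-motif panel the Dox day 2 libraries lie between 32.3% and 37.3%, above all no-Dox day 2 libraries, and the sgTsix knockdown libraries lie between 38.2% and 39.7%, below all their controls.

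Differentiation was accompanied by a gain of methylation over the Xist promoter and at Major Satellite, already without Dox. Between ESCs and day 2, the upstream amplicon rose from 13.8% ± 1.36 to 63.9% ± 1.79 (SD, n = 3 each), and the YY1-motif amplicon from 1.37% ± 0.0282 to 10.8% ± 4.69 (n = 3 each). The CpG island rose from 3.16% ± 0.333 (n = 3) to 11.5% ± 0.895 (n = 2). Major Satellite rose from 28.0% ± 1.68 to 72.5% ± 2.93 (n = 3 each). At single CpGs, the largest gain was 58.3 percentage points at 103483377 upstream of Xist, from 32.4% ± 2.63 to 90.7% ± 1.37.

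All these regional changes passed the limma test, with adjusted p = 1.40e-10 upstream, 2.74e-08 at the YY1 motifs, 1.90e-08 at the CpG island and 1.46e-15 at the satellite, with all day 2 libraries above all ESC libraries in each. Of 48 CpGs 37 were higher at day 2 and 0 lower, and 11 did not pass; CpGs of an amplicon are read from the same molecules and are not independent. The start site stood at 34.0% ± 14.1 (n = 2) against 20.3% ± 7.98 (n = 3), which did not pass (adjusted p = 0.206). It passed with a minimum of 5 or 100 reads per CpG (range over the alternatives 0.00146 to 0.920). Of the YY1-core CpGs, 103481761 rose by 8.50 points, 103481970 by 5.69 points and 103482332 by 10.2 points; 103481874 rose by 13.4 points with an SD of 14.3 among the day 2 libraries, where replicate 2 read 31.1% from 45 reads and the others 6.73% and 5.96%.

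With Dox the same 4 regions gained methylation. The YY1-motif amplicon rose from 2.01% ± 0.0653 to 34.1% ± 2.78, the CpG island from 2.89% ± 0.207 to 41.4% ± 3.09 and the upstream amplicon from 10.7% ± 0.514 to 78.6% ± 0.847, while the satellite rose from 28.1% ± 1.54 to 71.7% ± 1.02 (SD, n = 3 each). The adjusted p was 4.91e-12 at the YY1 motifs, 4.33e-15 at the CpG island, 1.89e-13 upstream and 1.46e-15 at the satellite. CpG 103483398 upstream of Xist gained 72.9 points, and CpG 103482308 in the island gained 53.2 points, from 3.16% ± 0.428 to 56.4% ± 2.14. The YY1-core CpGs rose by 34.4 points at 103481761, 25.8 points at 103481874, 16.1 points at 103481970 and 36.1 points at 103482332. In total 44 of 48 CpGs rose and 0 fell. The start site read 31.9% ± 15.2 against 16.1% ± 12.7 (n = 3 each, adjusted p = 0.0480). This call ended under 5 other settings, without Dox day 2 replicate 2 (0.193) or 3 (0.162) and without Dox ESC replicate 1 (0.259) or 3 (0.119); the range over the alternatives was 0.000703 to 0.920.

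Taking both Dox conditions together, an exact two-sided permutation test stratified by Dox gave p = 0.005 for the gain on differentiation at the YY1 motifs, the CpG island, upstream and at the satellite (adjusted p = 0.013 for each, over 13 such tests), with mean gains of 20.8, 23.4, 59.0 and 44.0 points. Without the shallow no-Dox day 2 replicate 2 and the XO libraries, the gain without Dox was 6.75 points at the YY1 motifs (adjusted p = 5.48e-14), 42.7 points upstream over all 6 CpGs (5.35e-11) and 42.8 points at the satellite (5.29e-14). Comparisons of 3 with 3 libraries cannot reach an exact permutation p below 0.1. The adjusted p from limma, which pools the spread over all groups, therefore carries the tests of single comparisons. The labels do not state whether the ESC and day 2 cells were cultured in parallel.

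Xist overexpression in undifferentiated ESCs was accompanied by small differences that did not pass. The YY1-motif level was 2.01% ± 0.0653 with Dox and 1.37% ± 0.0282 without, the CpG island 2.89% ± 0.207 and 3.16% ± 0.333, the upstream amplicon 10.7% ± 0.514 and 13.8% ± 1.36, and the satellite 28.1% ± 1.54 and 28.0% ± 1.68 (SD, n = 3 each). None of the regional differences passed, with adjusted p = 0.207 at the YY1 motifs, 0.553 at the CpG island, 0.208 upstream and 0.959 at the satellite. The groups were nonetheless fully separated in 2 regions. At the YY1 motifs all Dox libraries (1.96% to 2.08%) lay above all no-Dox libraries (1.34% to 1.40%), with an SE of the difference of 0.0411 points. Upstream all Dox libraries (10.4% to 11.3%) lay below all no-Dox libraries (12.7% to 15.4%), with an SE of 0.841 points. With limma 0 of 48 CpGs passed, and 6 had an unadjusted p under 0.05. Other settings gave 0 to 9 CpGs, in both directions. With the XXdXIC libraries fitted alone 5 were higher and 4 lower, and with a minimum of 100 reads 4 were higher and 1 lower. The start site read 16.1% ± 12.7 with Dox and 20.3% ± 7.98 without (n = 3 each, adjusted p = 0.369), and passed without Dox replicate 2 alone (0.0451; range 0.0451 to 0.985). The 0.638-point excess at the YY1 motifs passed with a minimum of 100 reads (adjusted p = 0.00301) and without the 7 libraries that stood apart in their satellite reads (adjusted p = 0.000129; range over the alternatives 0.000129 to 0.850). The upstream difference of -3.10 points passed when the XXdXIC libraries were fitted alone (adjusted p = 0.00401) and with the replicate number as a block (0.0439; range 0.00401 to 0.406). Without Dox replicate 2, 4 CpGs passed (1 higher, 3 lower).

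At day 2 of differentiation, by contrast, cells with Dox were more methylated at the YY1 motifs and the CpG island, both inside Xist exon 1, and upstream of Xist, and no gain was detected at the start site. Methylation was 34.1% ± 2.78 with Dox and 10.8% ± 4.69 without at the YY1 motifs (difference 23.2 points, SE 3.15). It was 41.4% ± 3.09 (n = 3) and 11.5% ± 0.895 (n = 2) at the CpG island (29.9 points, SE 1.89), and 78.6% ± 0.847 and 63.9% ± 1.79 upstream (14.7 points, SE 1.14). Major Satellite was at 71.7% ± 1.02 with Dox and 72.5% ± 2.93 without (95% interval of the difference from -3.40 to 1.87 points). The gain was thus seen at the 3 Xist regions with deep coverage, and no change was detected at the repeat.

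The adjusted p was 1.10e-06 at the YY1 motifs, 3.44e-10 at the CpG island, 0.00267 upstream and 0.686 at the satellite, and in the first 3 all Dox libraries lay above all no-Dox libraries. Of 48 CpGs 37 were higher with Dox and 0 lower: 8 of 9 in the YY1-motif amplicon, all 23 in the CpG island, all 6 upstream and 0 of 10 at the start site. On the percent scale 38 were higher and 1 lower, and without Dox day 2 replicate 3, 36 were higher and 1 lower. In the YY1-motif amplicon, CpG 103481965 rose from 13.0% ± 0.470 to 45.7% ± 3.96 and CpG 103481945 from 10.3% ± 0.976 to 40.3% ± 3.44. The YY1-core CpGs stood 25.8 points higher at 103481761 (adjusted p = 3.70e-09), 10.5 points higher at 103481970 (adjusted p = 1.56e-05), and 24.4 points higher at 103482332 (adjusted p = 0.00959, n = 2 without Dox). The last, 103481874, at 27.4% ± 1.76 with Dox and 14.6% ± 14.3 without, did not pass (adjusted p = 0.0635). There no-Dox replicate 2 read 31.1% from 45 reads, above all Dox libraries (26.3% to 29.4%). No-Dox replicates 1 and 3 read 6.73% and 5.96%, below all of them. Upstream, CpG 103483396 rose from 55.8% ± 1.48 to 75.9% ± 0.459. The start site stood at 31.9% ± 15.2 and 34.0% ± 14.1 (n = 2), a difference of -2.03 points with an SE of 13.3 points (adjusted p = 0.812), and with this spread a change there was not detectable. Without the 7 libraries with mostly minus-strand satellite reads, among them no-Dox replicate 2, the difference was 25.9 points at the YY1 motifs (adjusted p = 3.08e-14), 15.1 points upstream over all 6 CpGs (0.000358) and 0.913 points at the satellite (0.597). Without no-Dox replicate 1 or 3, only 16 CpGs had enough reads, of which 15 (without replicate 1) and 14 (without replicate 3) passed.

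The Dox effect differed between the stages. It was larger at day 2 than in ESCs by 22.6 points at the YY1 motifs (SE 3.15, adjusted p = 0.00151), by 30.2 points at the CpG island (SE 1.90, adjusted p = 4.08e-08) and by 17.8 points upstream (SE 1.42, adjusted p = 0.00319), and the difference did not pass at the satellite (adjusted p = 0.806) or the start site (adjusted p = 0.806). The stratified exact permutation test over both stages gave p = 0.005 for Dox at the YY1 motifs (adjusted p = 0.013) and did not pass elsewhere. It averages the effects of both stages, and the ESC differences were -0.270 points at the island and -3.10 points upstream. It therefore cannot decide on a Dox effect at day 2 alone in these 2 regions.

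**Figure D2:**
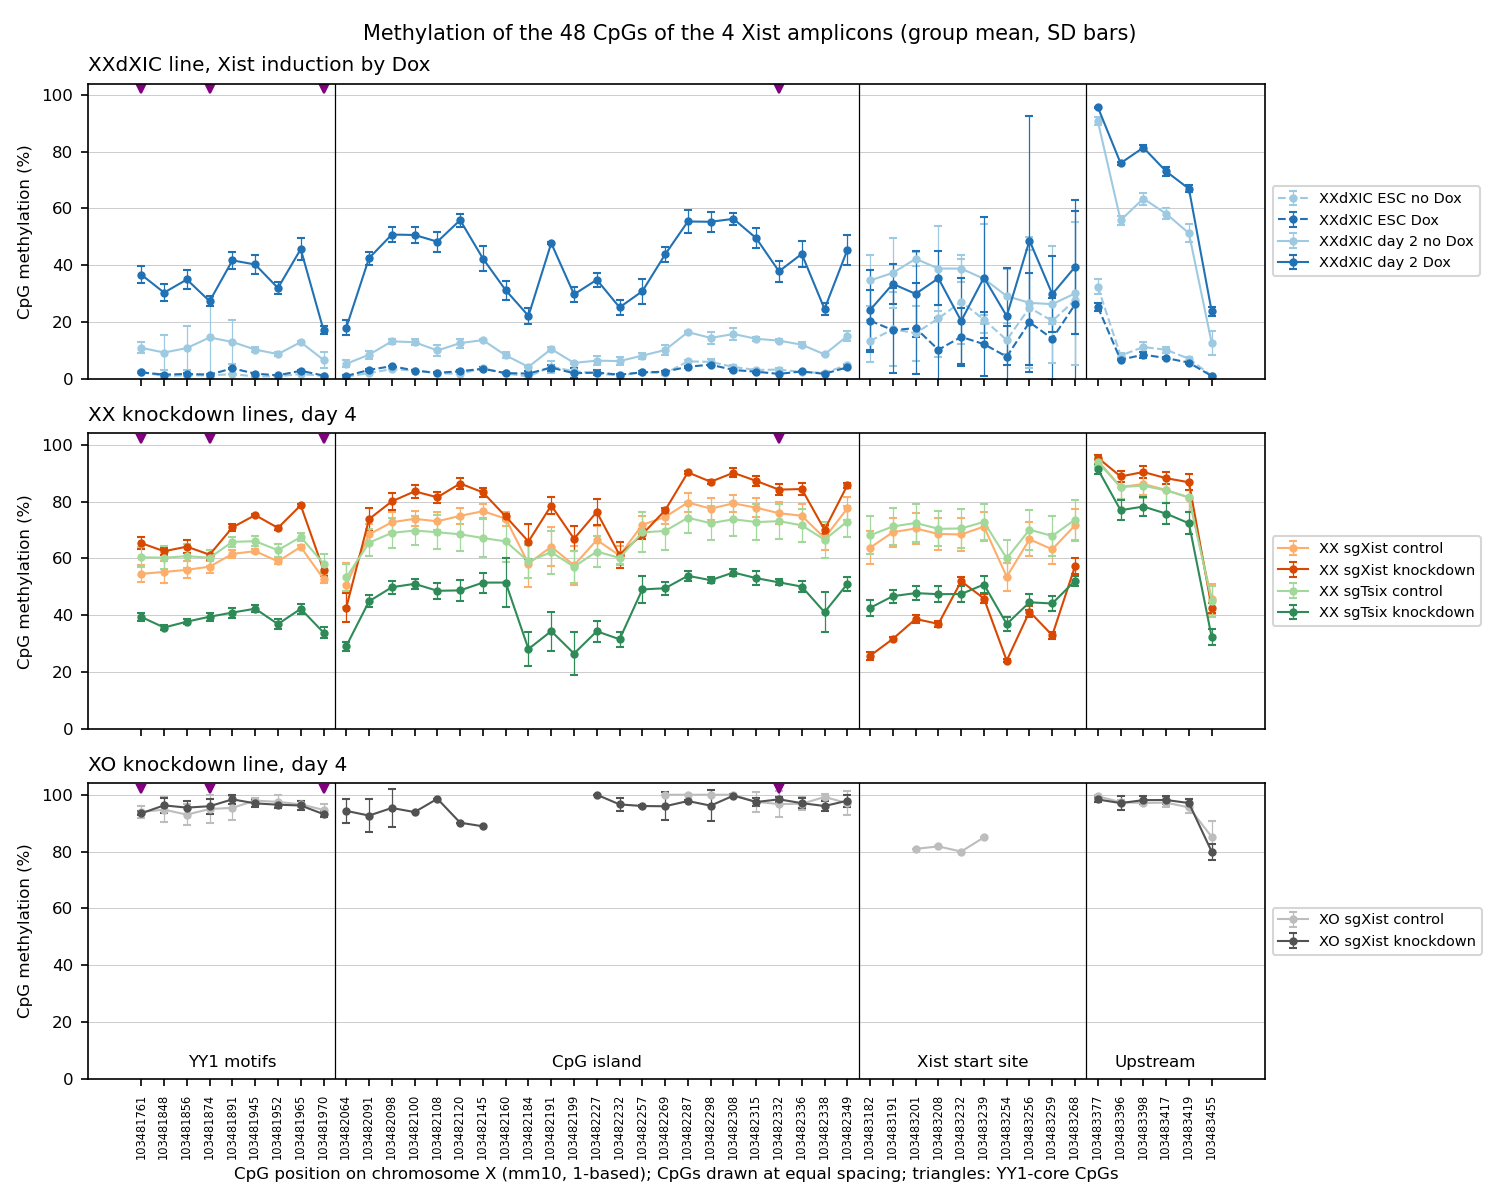
Mean methylation (vertical axis, %, with SD) of the 48 CpGs of the Xist amplicons, drawn at equal spacing in genomic order (horizontal axis), in the XXdXIC line, the XX knockdown lines and the XO line; triangles mark the 4 YY1-core CpGs. With Dox at day 2, CpG 103482308 of the island reached 56.4%, and CpG 103481970 at a YY1 core reached 17.2%.

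Knockdown of Tsix in XX cells was accompanied by lower methylation over the whole Xist promoter region. The YY1-motif amplicon stood at 38.7% ± 0.826 in the knockdown and 62.5% ± 2.11 in the control, the CpG island at 47.3% ± 1.36 and 68.9% ± 5.39, the start site at 46.1% ± 2.52 and 69.7% ± 6.67, and the upstream amplicon at 79.0% ± 3.24 and 86.0% ± 3.98 (SD, n = 3 each). The drop was of similar size at the first 3 regions (levels fell by 23.7 points, decreased by 21.6 points and dropped by 23.7 points), while the upstream level fell by 7.06 points. Major Satellite was at 84.9% ± 0.688 in the knockdown and 83.0% ± 1.91 in the control (95% interval of the difference from -0.732 to 4.54 points).

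The adjusted p was 0.000290 at the YY1 motifs, 5.51e-07 at the CpG island, 0.0480 at the start site, 0.0339 upstream and 0.167 at the satellite. In the 4 Xist regions all knockdown libraries lay below all controls. Within replicate 1, which stood apart in its satellite calls, the differences were -22.0 points at the YY1 motifs, -25.0 at the island, -19.1 at the start site and -6.37 upstream. In replicates 2 and 3 they were -24.6, -19.9, -26.0 and -7.41 points. Of 48 CpGs 32 were lower and 0 higher (16 to 48 lower over other settings), 7 of 9 at the YY1 motifs, 20 of 23 in the island, 1 of 10 at the start site and 4 of 6 upstream. In the middle of the island, CpG 103482184 fell by 30.9 points, from 59.0% ± 5.74 to 28.1% ± 5.91 at 89 to 1354 reads, and CpG 103482232 fell by 28.6 points. At the YY1 motifs, CpG 103481952 fell by 26.0 points and CpG 103481965 by 25.3 points. The YY1-core CpGs fell by 21.0 points at 103481761 (adjusted p = 8.88e-05), by 24.3 points at 103481970 (adjusted p = 9.00e-05) and by 21.5 points at 103482332 (adjusted p = 0.0460). The CpG at 103481874 was 20.8 points lower in the knockdown with all libraries separated, but did not pass (adjusted p = 0.127). Upstream, CpG 103483455 fell from 45.0% ± 5.41 to 32.3% ± 2.84; this CpG had fewer reads than its neighbour in the XX libraries (46.3% to 66.9%). At the start site, the 10 CpGs were 21.5 to 25.6 points lower with all libraries separated, and 103483182 passed (68.1% ± 6.62 to 42.6% ± 2.84). The fit pools the spread over all groups, among them the XXdXIC groups with few start-site reads. With the sgTsix libraries fitted alone, all 48 CpGs were lower. The regional start-site call ended with a minimum of 5 reads, with plus-strand reads only and without knockdown replicate 1 (0.119), 2 (0.0827) or 3 (0.0784) or control replicate 2 (0.139) or 3 (0.108); with the sgTsix libraries fitted alone it was 0.000495 (range 4.35e-06 to 0.139). The upstream call ended without knockdown replicate 1 (0.133), control replicate 2 (0.152) or control replicate 3 (0.0812), and with plus-strand reads only (0.0585; range 0.00139 to 0.152), and the satellite passed without control replicate 2 (0.0376; range 0.0376 to 0.365).

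Knockdown of Xist in XX cells gave changes of opposite direction along the locus. The start site was strongly lower, at 38.6% ± 1.25 in the knockdown and 66.7% ± 5.46 in the control. The CpG island was higher over the 14 CpGs used, at 77.3% ± 1.94 and 72.1% ± 3.45 (SD, n = 3 each). Changes of the 23 single island CpGs, all covered in these libraries, ran from -7.92 to 14.5 points. The YY1-motif amplicon was at 67.2% ± 1.13 in the knockdown and 58.1% ± 1.74 in the control, and the upstream amplicon at 90.0% ± 1.96 and 86.3% ± 3.87. Major Satellite was lower, at 74.6% ± 0.525 against 82.0% ± 1.05 (SD, n = 3 each).

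The start site fell by 28.0 points (SE 3.23, adjusted p = 0.0272), the satellite fell by 7.39 points (SE 0.678, adjusted p = 6.86e-05) and the island rose by 5.21 points (SE 2.29, adjusted p = 0.0465). The knockdown and control libraries were fully separated at the start site and the satellite but not at the island. Within replicate 1 the differences were -22.8 points at the start site, -5.73 at the satellite and 6.61 at the island. In replicates 2 and 3 they were -30.6, -8.21 and 4.51 points. The YY1-motif excess of 9.11 points (SE 1.20) did not pass in the fit over all groups (adjusted p = 0.119), although all knockdown libraries lay above all controls. It passed in the fit of the sgXist XX libraries alone (adjusted p = 0.00164), on the percent scale (adjusted p = 8.67e-05) and without the 7 libraries with mostly minus-strand satellite reads (adjusted p = 7.31e-06; range over the alternatives 2.13e-06 to 0.209). The upstream amplicon did not pass (adjusted p = 0.157), but passed with a minimum of 100 reads (0.0423) and with the replicate number as a block (0.0203; range 0.0203 to 0.530). The upstream difference was 5.92 points within replicate 1 and 2.58 points in replicates 2 and 3. With a batch term for replicate 1 the upstream adjusted p was 0.0704. Of 48 CpGs, 9 were higher (3 at the YY1 motifs, 6 in the island) and 3 lower (all at the start site). The total ranged from 3 to 32 over other settings, was 23 with the replicate block and was 7 without knockdown replicate 3. The lower calls were 0 with a minimum of 5 reads (3 higher) and 10 with a minimum of 100 reads (22 higher). Only 1 CpG was lower without knockdown replicate 1 or 3 or control replicate 2 or 3. CpG 103481965 rose from 64.1% ± 0.671 to 78.7% ± 0.546, and CpG 103482191 in the island from 64.1% ± 6.91 to 78.6% ± 2.85. The YY1-core CpG 103481761 rose by 10.8 points (adjusted p = 0.0269). The other 3 were 4.19 points higher at 103481874 (adjusted p = 0.770), 3.11 points higher at 103481970 (adjusted p = 0.554) and 8.30 points higher at 103482332 (adjusted p = 0.349). At the start site, CpG 103483182 fell from 63.8% ± 5.75 to 25.7% ± 1.49, CpG 103483191 from 69.2% ± 5.06 to 31.7% ± 0.768 and CpG 103483208 from 68.6% ± 5.68 to 37.0% ± 1.05, each from at least 19364 reads per library. The other 7 CpGs were 14.4 to 31.9 points lower with all libraries separated, but did not pass. The fit pools the spread over all groups. Start-site levels had SDs of 7.98 to 15.2 points in the XXdXIC groups, against 1.25 in the knockdown and 5.46 in the control. With the sgXist XX libraries fitted alone, 21 CpGs were higher and 10 lower. The island call ended with a minimum of 5 reads, with the sgXist XX libraries fitted alone, with 1 satellite copy and without knockdown replicate 2 (0.0984) or 3 (0.155) or control replicate 1 (0.208) or 3 (0.0801), with a range of 0.00723 to 0.208. The start-site call ended with a minimum of 5 reads and without knockdown replicate 1 (0.0572), 2 (0.0582) or 3 (0.050019) or control replicate 2 (0.0589) or 3 (0.0702), and was 0.000134 with the sgXist XX libraries fitted alone (range 2.04e-07 to 0.0702).

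**Figure D3:**
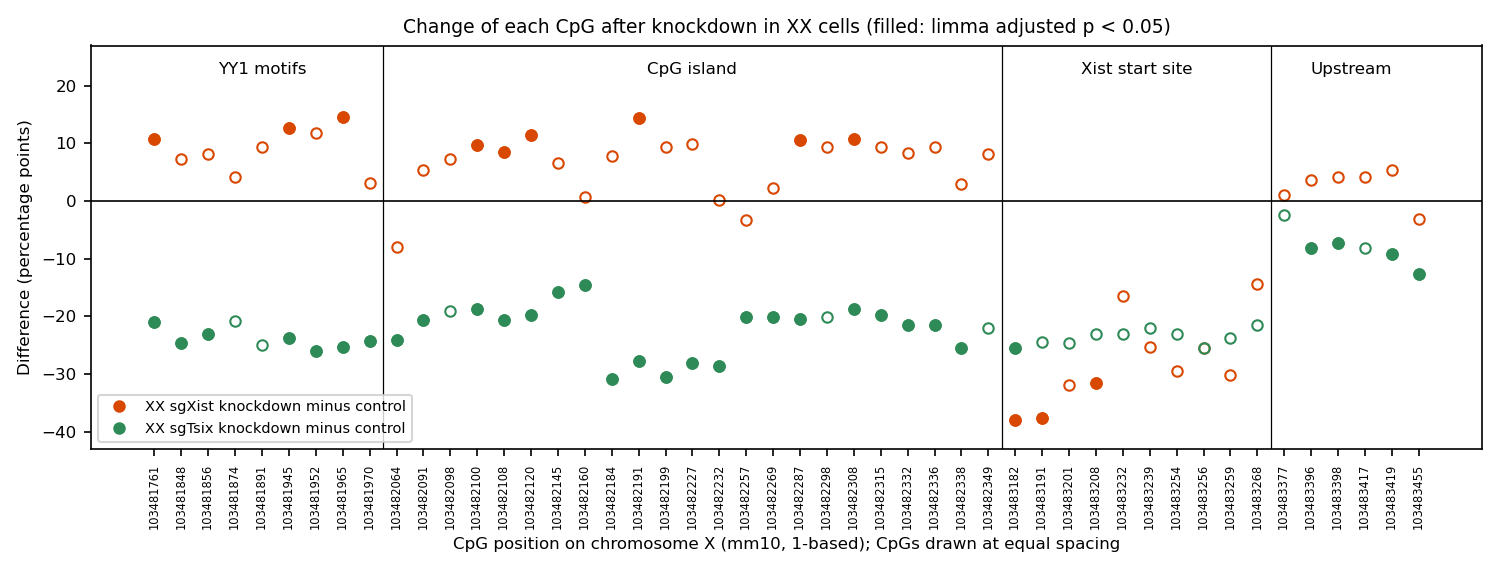
Difference between knockdown and control (vertical axis, percentage points) of each of the 48 CpGs (horizontal axis, genomic order) for sgXist and sgTsix in XX cells; filled points passed the limma test. The sgTsix differences are all below 0, and the sgXist differences run from 14.7 points at the YY1 motifs to -38.0 points at the start site.

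The 2 knockdowns in XX cells differed from each other. The sgTsix effect was lower than the sgXist effect by 32.9 points at the YY1 motifs (SE 1.77, adjusted p = 0.000375), by 26.8 points at the island (SE 3.94, adjusted p = 2.31e-06) and by 10.8 points upstream (SE 3.88, adjusted p = 0.0123), and higher by 9.29 points at the satellite (SE 1.35, adjusted p = 0.000219). At the start site, which was lower in both, the effects were not told apart (difference 4.36 points, SE 5.23, adjusted p = 0.831). The control libraries of the sgTsix line stood 4.37 points above those of the sgXist line at the YY1 motifs, with all libraries separated and a 95% interval from 0.706 to 8.04 points (adjusted p = 0.540). The other control differences were -3.21 points at the island (adjusted p = 0.308), 3.05 points at the start site (0.806), -0.244 points upstream (0.925) and 1.07 points at the satellite (0.540), none past the threshold.

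XO cells, which carry the CAST X chromosome alone per the labels, were almost fully methylated at the YY1 motifs and upstream with and without Xist knockdown. The YY1-motif amplicon stood at 95.8% ± 0.931 in the knockdown and 95.4% ± 2.63 in the control, the upstream amplicon at 97.7% ± 1.51 and 97.3% ± 0.446, and Major Satellite at 88.5% ± 0.597 and 89.7% ± 1.23 (SD, n = 3 each). The CpG island read 96.9% ± 0.0382 in the knockdown (n = 2) and had no control library with enough reads. With a minimum of 5 reads, the island read 96.9% in the knockdown (n = 3) and 98.1% in the control (n = 2), which passed (adjusted p = 0.0331), and the start site 82.6% and 81.2% (adjusted p = 0.891). The upstream level leaves out CpG 103483455, which read 80.0% ± 2.87 in the knockdown (n = 3) and 85.2% ± 5.56 in the control (n = 2). The differences at the YY1 motifs, upstream and at the satellite did not pass (adjusted p = 0.959, 0.308 and 0.207), and the 95% intervals ran from -3.27 to 4.07 points at the YY1 motifs and from -3.50 to 4.30 points upstream. The satellite was lower in the knockdown in every same-numbered pair (89.1% against 91.1%, 87.9% against 88.7% and 88.5% against 89.3%). It did not pass with the replicate number as a block either. At the YY1 motifs and upstream the pairs went both ways. The upstream difference passed without knockdown replicate 1 (0.00855) and with a minimum of 100 reads (0.0271; range 0.00855 to 0.992).

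Of 20 CpGs with enough reads 2 were lower in the knockdown, 103482338 in the island (96.0% ± 1.83 against 99.2% ± 1.12, n = 2 controls) and 103483377 upstream (98.3% ± 0.890 against 99.5% ± 0.483); both were named because the count was small, after their values were seen. The direction was not stable: with the replicate number as a block 2 were higher and 2 lower, with a minimum of 100 reads 1 was higher and 0 lower, and on the percent scale 0 passed. With a minimum of 5 reads 1 of 43 was higher and 7 lower, and with an offset of 0.02 or plus-strand reads only 0 were higher and 1 lower. Without knockdown replicate 1, 3 were higher and 1 lower, without control replicate 1, 1 was higher and 1 lower, and without control replicate 2, 1 was higher and 3 lower. Without knockdown replicate 3 or control replicate 3, 1 was lower. The YY1-core CpGs differed by -0.481 points at 103481761, 0.990 points at 103481874, -1.48 points at 103481970 and 1.67 points at 103482332, none past the threshold. The sgXist effect on the satellite was 6.21 points higher in XO than in XX cells (SE 1.04, adjusted p = 0.0243), whereas at the YY1 motifs the difference of -8.71 points did not pass (SE 2.01, adjusted p = 0.308; 0.00392 on the percent scale, range 0.00392 to 0.409). Across both lines, the stratified exact permutation test gave p = 0.01 for a lower satellite level (adjusted p = 0.0217; 0.104 with a minimum of 100 reads, which ends the call) and p = 0.045 for a higher YY1-motif level (adjusted p = 0.0836).

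Among the control libraries, XO cells were more methylated than XX cells by 37.3 points at the YY1 motifs (SE 1.82, adjusted p = 1.17e-10), 11.1 points upstream (SE 2.25, adjusted p = 1.94e-07) and 7.72 points at the satellite (SE 0.932, adjusted p = 4.82e-07). All XO libraries belong to the 7 shallow libraries with mostly minus-strand satellite reads and no XX knockdown library does, so that the line and this technical split cannot be told apart.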

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

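All tests of explanations in this part were chosen after the results were seen.

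The response to Dox depended on the stage. The difference between the day 2 and the ESC effect had an adjusted p of 0.00151 at the YY1 motifs, 4.08e-08 at the CpG island and 0.00319 upstream. The XO and XX effects of sgXist differed at the satellite (adjusted p = 0.0243). The sgTsix and sgXist effects in XX cells differed at the YY1 motifs (adjusted p = 0.000375), the CpG island (2.31e-06), upstream (0.0123) and the satellite (0.000219).

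After sgXist knockdown in XX cells the start site fell while the CpG island further inside exon 1 rose. The YY1 motifs stood 9.11 points higher with all libraries separated. This did not pass in the main fit, which pools the spread over all groups (adjusted p = 0.119), nor in 13 of 18 alternatives. It passed with the sgXist XX libraries fitted alone and without the 7 libraries with mostly minus-strand satellite reads. Incomplete conversion of the controls, if equal in all amplicons, is argued against. The unconverted share of 45.7% that the start site needs would put their YY1-motif level at 82.2%, and it was 58.1% (SD 1.74). Incomplete conversion confined to the start-site amplicon was not tested and stays open. Counting error is too small, since the widest exact interval of a start-site CpG spanned 1.40 points. Unequal amplification of methylated and unmethylated template in the start-site PCR stays open, since relative start-site depth, 47.6% (SD 24.4) and 52.6% (SD 13.4), did not separate the groups (exact permutation p = 0.7) and could not decide it. A local effect of the knockdown at the promoter, the biological explanation that the design offers, was not tested.

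Reads on the minus strand, which the plus-strand alternative leaves out, were almost fully methylated in the upstream amplicon, with a lowest level of 99.8% over the 30 libraries, while plus-strand reads of ESC libraries stood at 8.40% to 12.3%. Their share was 0.501% to 0.794% in ESCs, 11.0% to 21.7% at day 2, 23.3% to 35.5% in the XX knockdown lines and 38.1% to 43.7% in XO cells. A random sample of the same molecules is excluded, because the minus-strand level exceeded the plus-strand level by at least 4.13 points in each library. Assignment of reads to the minus strand only when all their CpGs are methylated stays open, since the share was no higher than the level of the least methylated CpG, 103483455, in 28 libraries and lay 1.39 and 2.05 points above it in the other 2, and this CpG had fewer reads than its neighbour (counting the missing reads as methylated, the share was no higher in any of the 30). No biological explanation was tested.

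In no-Dox day 2 replicate 2, the 4 neighbouring CpGs from 103481848 to 103481891 stood at 16.4% to 31.1% from 41 to 67 reads, against 5.67% to 8.69% in replicates 1 and 3. The other 5 CpGs of the amplicon stood at 11.5% in replicate 2 and at 9.21% on average in replicates 1 and 3. Uneven amplification of few template molecules could produce such a stretch and cannot be told apart from other causes, because reads are not linked to molecules; without this library the group's YY1-motif level was 8.12%. No biological explanation was tested.

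With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. Dox at day 2 gave 37 CpGs against at most 21 in another split, and only 1 split, the real one, gave as many. Differentiation gave 37 CpGs without Dox and 44 with Dox against at most 16 and 6, and the knockdowns in XX cells gave 12 (sgXist) and 32 (sgTsix) against 0, again in 1 of 10 splits each. Dox in ESCs gave 0 CpGs, and another split gave 3, so that all 10 gave as many. In XO cells 8 of the 10 splits gave at least the real 2 CpGs, with up to 7. In the sgTsix line, in the XO line and for differentiation without Dox, where the numbers pair the samples, the real split and 3 others part every pair. Those others gave at most 0, 4 and 0 CpGs, in this order, and splits that keep a pair together at most 0, 7 and 16.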

How the results depend on the processing

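Plus-strand reads, the single satellite copy, leaving out the 7 libraries with mostly minus-strand satellite reads and a batch term for replicate 1 of the XX knockdown lines were chosen after the data were seen. No regional difference past the threshold reversed, but the called CpGs in XO cells, 0 higher and 2 lower, turned to 1 higher and 0 lower with a minimum of 100 reads. For Dox at day 2, 1 CpG was called lower on the percent scale and without Dox day 2 replicate 3, against 0 in the main fit. Of 19 regional differences past the threshold, 14 stayed past it in every alternative, namely all those of differentiation and of Dox at day 2 except the start site, sgTsix at the YY1 motifs and the CpG island, and sgXist in XX cells at the satellite. The 8 differences between effects past the threshold stayed on the percent scale, with the replicate block and with the batch term, and 5 of 6 stratified effects with minimums of 5 and 100 reads; no other alternative was run for these. Assigning the bases shared by the promoter amplicons to the upstream one was not run, as they hold 0 CpGs. The cause of the changes below was not tested, except where fewer libraries or CpGs entered.

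With a minimum of 5 reads the start-site adjusted p was 0.0331 for differentiation without Dox, 0.125 with Dox, 0.0647 for sgXist and 0.124 for sgTsix in XX cells, sgXist at the island gave 0.185, and CpG counts were 3 (sgXist, XX), 16 (sgTsix) and 8 (sgXist, XO; 1 higher, 7 lower). At 5 reads XO cells gained regional values that 20 reads did not give, with adjusted p = 0.0331 at the island (96.9% against 98.1%) and 0.891 at the start site (82.6% against 81.2%). With a minimum of 100 reads, Dox in ESCs passed at the YY1 motifs (0.00301), differentiation without Dox at the start site (0.00146), sgXist in XX cells at the YY1 motifs (2.13e-06) and upstream (0.0423) and in XO cells upstream (0.0271); the counts were 5 (Dox in ESCs), 32 (sgXist, XX) and 1 (XO), and the stratified satellite effect of sgXist gave 0.104.

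On the percent scale, differentiation with Dox gave 0.0668 at the start site, sgXist 8.67e-05 at the YY1 motifs and its XO against XX difference there 0.00392, with counts of 1 (Dox in ESCs), 30 (sgXist, XX; 22 higher, 8 lower) and 0 (XO). An offset of 0.02 gave 1 CpG in XO cells. In the fit per experiment, Dox in ESCs gave 0.00401 upstream, differentiation with Dox 0.173 at the start site, and sgXist in XX cells 0.00164 at the YY1 motifs and 0.0661 at the island, with counts of 9 (Dox in ESCs), 31 (sgXist, XX; 21 higher, 10 lower) and 0 (XO). The quasi-binomial model gave 0.920 for differentiation with Dox at the start site and 3.35e-06 for sgXist at the YY1 motifs. Reads pooled over CpGs changed no regional call.

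With the replicate block, Dox in ESCs passed upstream (0.0439) and sgXist in XX cells upstream (0.0203), and counts were 1 (Dox in ESCs), 23 (sgXist, XX; 19 higher, 4 lower) and 4 (XO; 2 higher, 2 lower); it changed no other call. In the sgXist XX line and in the XXdXIC comparisons other than differentiation without Dox, the numbers were not taken to pair the samples. Not every correlation between same-numbered samples was above 0.1 there. Not every sample correlated best with its own number either, but this was also so for number 3 of the sgTsix line (0.620). Replicate 1 still stood apart in all 4 groups of the XX knockdown lines, with the fewest satellite calls for its depth and the lowest level at the start site and upstream. The batch term for it changed no regional call (sgXist upstream 0.0704), and the counts were 14 (sgXist, XX) and 31 (sgTsix).

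Plus-strand reads gave 0.0508 at the start site both for differentiation with Dox and for sgTsix, 0.0585 for sgTsix upstream and 1 CpG in XO cells. With the single satellite copy, sgXist at the island gave 0.0528. Without the 7 libraries, Dox in ESCs gave 0.000129 and sgXist 7.31e-06 at the YY1 motifs, with counts of 6 (Dox in ESCs) and 25 (sgXist, XX).

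Leaving out 1 library at a time, the libraries left being taken to vary like the other groups, gave adjusted p ranges at the start site of 0.00270 to 0.259 for differentiation with Dox, 0.0451 to 0.985 for Dox in ESCs, 0.0434 to 0.139 for sgTsix and 0.0295 to 0.0702 for sgXist in XX cells. The range was 0.00778 to 0.152 for sgTsix upstream and 0.0376 to 0.365 at the satellite, 0.0173 to 0.208 for sgXist at the island in XX cells and 0.00855 to 0.875 upstream in XO cells. CpG counts ranged from 16 to 39 for differentiation without Dox, 14 to 37 for Dox at day 2 (the low ends with 16 CpGs tested), 0 to 4 for Dox in ESCs, 7 to 11 for sgXist in XX and 1 to 4 in XO cells. Depth limits the start site in the XXdXIC line, and in XO cells the start site and the CpG island, where libraries lacked a regional level. Depth was also low in most XO libraries at the other regions, but whether it limits them was not tested.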

Other observations

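The tests in this part were chosen after the results were seen. Methylation was uneven within amplicons. In the upstream amplicon, CpG 103483455 was the least methylated in each of the 30 libraries, at 1.14% ± 0.0860 in ESCs without Dox, 23.8% ± 1.61 with Dox at day 2, 45.7% ± 5.27 in XX sgXist controls (SD, n = 3 each) and 85.2% ± 5.56 in XO controls (n = 2), where the next lowest CpG stood at 7.09%, 66.9%, 81.4% and 95.5%. It was chosen after its values were seen. Its reads were 94.7% to 96.2% of its neighbour's in ESC libraries, 66.6% to 80.5% at day 2, 46.3% to 66.9% in the XX knockdown lines and 45.9% to 62.7% in XO cells, so that reads were missing there in the more methylated libraries and its level is less certain than the others.

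In XX cells the sgXist changes within the start-site amplicon ran from -38.0 points at 103483182 to -14.4 points at 103483268, whereas the sgTsix changes there ran from -25.6 to -21.5 points. In the CpG island, CpG 103482064, at the edge nearest the YY1-motif amplicon, read 42.7% ± 4.99 after sgXist knockdown and 50.6% ± 7.64 in the control, against the direction of the region, and did not pass (adjusted p = 0.301). CpG 103482257, further inside the island, was also lower, at 68.5% ± 1.77 after sgXist knockdown and 71.8% ± 3.04 in the control, without passing (adjusted p = 0.473). CpGs 103483268, 103482064 and 103482257 were named after their values were seen.

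A hypothesis is that CpGs inside the YY1 core change less than their neighbours. Among the 9 CpGs of the YY1-motif amplicon, the mean size of the Dox change at day 2 was 16.3 points at the 3 core CpGs and 26.7 points at the other 6 (exact p = 0.0595 over 84 arrangements, adjusted p = 0.0893 over 3 tests). For sgXist knockdown in XX cells the sizes were 6.04 and 10.7 points (exact p = 0.0952, adjusted p = 0.0952), and for sgTsix knockdown 22.0 and 24.6 points (exact p = 0.0357, adjusted p = 0.0893). On the M-value scale the adjusted exact p was 0.0357, 0.0952 and 0.0536. For Dox at day 2, core CpG 103481874 read 31.1% from 45 reads in no-Dox replicate 2, against 6.73% and 5.96% in replicates 1 and 3. The core test was not run without this library, so whether the 0.0357 depends on it is not known. The direction was that of the hypothesis in these 3 comparisons, but none of them passed on both scales, and CpGs of 1 amplicon are not independent. The other main comparisons, among them differentiation, were not tested, so the direction there is open.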
